A study of Mus musculus with 2 samples. Its data were reported in "CTCF mutation at R567 causes developmental disorders via 3D genome rearrangement and abnormal neurodevelopment" (2024).

How the data were processed

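SPARC-seq was applied to brain tissue of an E18.5 C57BL/6 embryo homozygous for the Ctcf mutation, with 1 RNA library and 1 chromatin accessibility library. Per the file headers, the authors processed both with cellranger-arc 2.0.1 and an mm10 reference (GRCm38). The deposited matrix gives raw counts: UMI counts per gene for 32285 genes and cut-site counts for 91223 peaks, over 1993 barcodes. The rule by which these barcodes were chosen is not stated. The deposited fragment file gives chromosome, start, end, barcode and the count of read pairs behind each fragment, with duplicates collapsed, for 2500 barcodes. The files were not normalised. SPARC-seq itself is described in the labels only by reference to earlier work. Libraries of other assays of the study were not used here.

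The plan written before the data were examined assumed single nuclei. The files showed barcodes made of 2 segments of 8 bases, each drawn from the same 50 sequences, with all 2500 pairs present. This grid is read as spots that can hold several cells, an inference from the barcodes alone. Planned steps that assume nuclei were dropped, namely doublet calls, the removal of accessibility multiplets, and the comparison of GABAergic with glutamatergic nuclei. Clusters were treated as regions of spots, not as cell types.

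Spots with 500 to 6000 genes and at most 20% mitochondrial UMIs were kept, and genes seen in at least 3 spots. Counts were scaled to 10000 per spot and log-transformed; 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1.0 with seed 0 were used. The leading genes of a cluster were the 10 with the highest fold over other spots, with a pseudocount of 20 CPM and at least 20 UMIs in the cluster. A cluster was assigned to a region when at least 3 of its 10 leading genes were on the list of that region. This rule and the 3 region lists (Myh3, Gh and Wfdc2) were written after a first clustering had been seen. Lists of muscle and epithelial genes, of 12 genes each, were written after the RNA was seen and before accessibility was compared. The 15 lists of cell type markers and the choice of named genes were fixed before the data were examined. The named genes are Ctcf, the genes named in the text of the study, the 3 genes of each protocadherin cluster with most UMIs, and the 2 genes of a marker list with most UMIs; not every gene under this rule is reported here.

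The TSS of a gene was the most upstream start of its principal transcripts in GENCODE release M21, which gave a TSS for 32145 genes, or 99.6% of the matrix. Fragments overlapping 1 kb on each side of the TSS were counted. Accessibility clusters came from latent semantic indexing of the peak counts, components 2 to 30, with the same neighbours, resolution and seed. TSS enrichment was the density of insertions within 50 bp of the TSS over that 1900 to 2000 bp away. Intervals are exact Poisson intervals for counts, exact Clopper-Pearson intervals for shares and conditional binomial intervals for ratios of rates, at 95%. Shares of spots with a protocadherin UMI were taken after a random draw of 2000 UMIs per spot without replacement, and the share expected over all draws, from the hypergeometric distribution, was added after the data were seen. With 1 library per assay no test between groups was made. Protocadherin promoter medians were placed among 10000 random sets of the same size, drawn for each promoter from the 50 coding genes nearest in expression. CTCF matches were exact matches of CCASYAGRKGGCR on both strands of GRCm38, and 5 shuffled versions served as background.

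Alternatives were a minimum of 2000 UMIs, no spot filter, resolutions 0.5 and 2.0, seed 1, 4000 variable genes, windows of 500 bp and 2 kb, insertions for fragments, other normalisations, other minimums of counts, other matching and other flanks. Leaving out Gm42418, which took 5.14% of UMIs, a minimum of 50 UMIs for leading genes, and matching on GC content were added after the data were seen. A value with an interval counted as moved when it left that interval, a value without one when it changed by over 10%, and a percentile when it changed by over 5 points. The limit of 5 points replaced the limit of 10% for percentiles after the values were seen.

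The steps were tested on simulated data. For a region over other spots, 100% of 200 genes raised 4-fold were among the 200 leading genes out of 32285. The interval held the true ratio for 93% of them and for 95.7% of 7741 unchanged genes. The raised and unchanged genes all had at least 200 UMIs, so genes with fewer were not tried. Counts were drawn from the Poisson model that the interval assumes, so added spread between spots was not tested. For TSS enrichment, 6.00 was found where 6 was simulated over 3998 genes. Promoter counts matched direct counting in 100% of 200 windows, and 100% of simulated spots fell in clusters of their own region. A region split into several clusters would also reach 100%, so this share cannot test the number of clusters. The simulated fold was 4, whereas real clusters outside the Myh3, Gh and Wfdc2 regions had a highest leading-gene fold of 1.49 to 1.95. Divisions as weak as these were not tried, so the check gives no support for the 11 RNA clusters. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9 were used.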

Results

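SPARC-seq, which reads RNA and open chromatin from the same barcodes, was carried out on brain tissue of an E18.5 mouse embryo homozygous for the Ctcf mutation. The samples were 1 RNA library and 1 chromatin accessibility library of this genotype, without replicates, and no wild-type library of this assay was analysed here. No effect of the mutation could therefore be measured, and every comparison below was made within these libraries. All intervals are 95% intervals that cover counting error only. The fragment file held 52942843 fragments from 2500 barcodes, each made of 2 segments of 8 bases drawn from the same 50 sequences. The count matrix held all but 507 of these barcodes, with 8726497 UMIs, a median of 4159 UMIs per barcode (907 to 15365) and a median of 2576 genes (741 to 6053). The matrix barcodes had a median of 21705 fragments (5759 to 115587). A complete set of 50 by 50 barcode pairs is read here as a grid of spots, each of which can hold several cells, and no positions were used here. After the limits on genes and mitochondrial UMIs, 1992 spots were kept.

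Ctcf (ENSMUSG00000005698, GRCm38 chromosome 8, 105636568 to 105682922) is the mutated gene. It had 734 UMIs in the kept spots, or 84.3 CPM of UMIs (78.3 to 90.6, exact Poisson interval). The window of 1 kb on each side of its transcription start site (TSS) held 539 fragments (494 to 586), which placed it at percentile 90.5 of protein-coding genes. The paralogue Ctcfl had 2 UMIs over all matrix barcodes, and was looked up after the data were seen.

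The question of which kinds of spot the sample held was addressed by clustering the RNA counts. Leiden clustering gave 11 clusters, of which 3 had strongly raised leading genes and were named by a leading gene. The Myh3 region held 251 of 1992 spots, or 12.6% (11.2% to 14.1%, exact Clopper-Pearson interval). The Gh region held 289 spots, or 14.5% (12.99% to 16.1%), and the Wfdc2 region held 40 spots, or 2.01% (1.44% to 2.72%). The other 8 clusters, called the remaining spots, made up 1412 spots or 70.9% (68.8% to 72.9%). The highest fold of a leading gene over the other spots was 11.9 in the Wfdc2 region, 5.13 in the Gh region and 4.68 in the Myh3 region. In the remaining clusters it lay between 1.49 and 1.95. Of the choices tried, Leiden resolution 0.5 moved the shares most: the Gh region then held 33.2% of spots, and the Myh3 and Wfdc2 regions merged into a single cluster of 14.4%. The share of the Gh region also changed with the random seed, to 12.0%. The share of the Myh3 and Wfdc2 regions as a pair was 14.6% (13.1% to 16.2%) and lay between 14.3% and 16.1% under the alternatives.

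The regions were unevenly spread over the barcode segments. Of the 48 second segments seen among kept spots, 6 carried 92.0% of the Myh3 spots, and 1 second segment carried 75% of the Wfdc2 spots. For the Gh region and the remaining spots, the 6 most frequent second segments carried 44.3% and 20.5%. The median number of fragments per spot was 38793 in the Myh3 region, 31172 in the Wfdc2 region, 20613 in the Gh region and 20502 in the remaining spots.

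**Figure D1:**
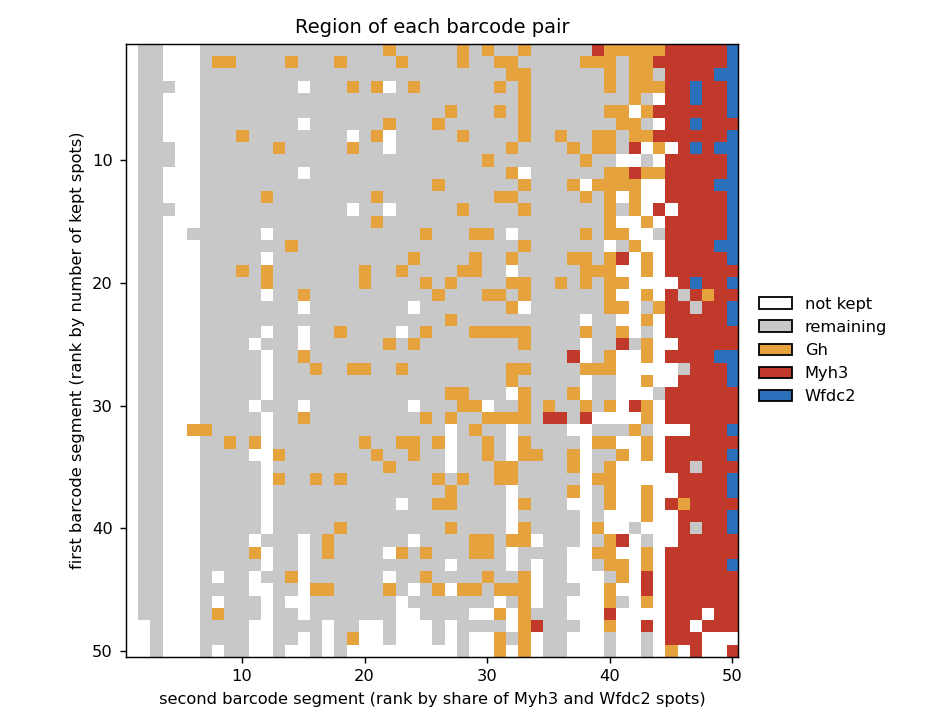
Region of each of the 2500 barcode pairs, with first segments in rows and second segments in columns. Columns were ordered by their share of Myh3 and Wfdc2 spots and rows by their number of kept spots, so the order shows no position in the tissue; the 251 Myh3 and 40 Wfdc2 spots fall mainly into the last columns.

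Ctcf was measured in each region. It had 86.5 CPM in the Myh3 region (71.3 to 104, 113 UMIs), 83.1 in the Gh region (67.3 to 101.4, 96 UMIs), 91.2 in the Wfdc2 region (57.8 to 137, 23 UMIs) and 83.7 in the remaining spots (76.5 to 91.4, 502 UMIs). The ratio of the remaining spots to the Myh3 region was 0.968 (0.788 to 1.20), that to the Gh region 1.008 (0.809 to 1.27) and that to the Wfdc2 region 0.918 (0.605 to 1.46). No difference in Ctcf RNA between regions was detectable at this depth. The alternative that moved a Ctcf value most was the minimum of 2000 UMIs per spot, which gave 69.8 CPM in the Gh region (52.8 to 90.4).

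Genes that the study names in its text were also measured. Rbfox1 had 2304 CPM in the Myh3 region (2222 to 2388) and 2636 in the remaining spots (2595 to 2677). Over all kept spots, Gad1 had 70.0 CPM (64.6 to 75.8), Gad2 had 85.9 (79.8 to 92.2) and Slc32a1 had 52.3 (47.7 to 57.4). Slc17a6 had 70.8 CPM (65.3 to 76.6), Slc17a7 had 7.58 (5.86 to 9.64), Tbr1 had 12.2 (9.96 to 14.7), Sox2 had 30.1 (26.5 to 33.9) and Runx1t1 had 564 (549 to 580).

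The clustered protocadherin genes on chromosome 18 are a locus the study examines, and they form an alpha, a beta and a gamma cluster. Without a wild-type library, only their levels relative to each other could be described. The alpha genes have nearly the same annotated end, as have the gamma genes, whereas the beta genes end apart. How reads in sequence shared between genes were counted was not examined. The UMI levels of clusters and genes may therefore reflect this counting as well as expression. The 14 alpha genes had 163 UMIs or 18.7 CPM (15.9 to 21.8), the 22 beta genes had 65 or 7.46 (5.76 to 9.51), and the 21 gamma genes had 853 or 97.9 (91.5 to 105). In the alpha cluster, Pcdha11 (ENSMUSG00000102206) had 36 UMIs, Pcdhac2 had 30 and Pcdha12 had 16, as had Pcdha4. The name Pcdha11 stands under 2 identifiers in the files. In the beta cluster, Pcdhb22 had 20 UMIs, Pcdhb18 had 6 and Pcdhb12 had 5, as had Pcdhb3 and Pcdhb7. In the gamma cluster, Pcdhgc4 had 159 UMIs, Pcdhga12 had 146 and Pcdhgc5 had 82. No UMI was seen for 7 beta genes, and each count of 0 allows up to 3.69 UMIs in the library (upper end of the exact interval).

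Between regions, most protocadherin ratios had intervals that held 1. The ratio of the remaining spots to the Myh3 region over the 3 clusters was 1.10 (0.922 to 1.32), that to the Gh region 1.08 (0.899 to 1.31) and that to the Wfdc2 region 1.001 (0.703 to 1.47). The gamma cluster held 853 of the 1081 UMIs behind these ratios. By cluster, the ratio to the Myh3 region was 1.69 for alpha (0.9995 to 3.05), 2.40 for beta (0.967 to 7.67) and 0.977 for gamma (0.807 to 1.19). The alpha interval only just held 1. The exception was the beta cluster against the Gh region, with a ratio of 5.30 (1.40 to 44.9) that rested on 2 UMIs in the Gh region. This is 1 of 12 such ratios, and no correction for their number was made. Of the 57 protocadherin genes, 8 were among the variable genes used in the clustering. After thinning to 2000 UMIs per spot, 20.6% of Myh3 spots (15.7% to 26.1%), 19.2% of Gh spots (14.4% to 24.7%), 30% of Wfdc2 spots (16.6% to 46.5%) and 22.8% of the remaining spots (20.5% to 25.2%) had a protocadherin UMI. The planned background of microglia and endothelial cells does not exist among spots, so these shares have no background to be read against. The alternative that moved these values most was thinning to 1000 UMIs, which gave 8.37% (5.25% to 12.5%), 6.57% (4.004% to 10.1%), 17.5% (7.34% to 32.8%) and 11.8% (10.2% to 13.6%) in the same order. Each of these shares came from a single random draw. The shares expected over all draws, computed after the single draws had been seen, were 20.6%, 19.7%, 22.3% and 22.5% at 2000 UMIs and 10.8%, 10.4%, 11.8% and 11.9% at 1000 UMIs.

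The accessibility library had a TSS enrichment of 9.84 over the kept spots, 19.0% of fragments overlapped the peaks of the matrix, and 47.4% were shorter than the DNA of a nucleosome. By region the TSS enrichment was 9.60 in the Myh3 region, 9.98 in the Gh region, 9.44 in the Wfdc2 region and 9.92 in the remaining spots. The alternative that moved it most was the restriction to autosomal protein-coding genes, with 13.4. Fragments shorter than the DNA of a nucleosome made up 54.2% in the Myh3 region, 48.9% in the Gh region and 53.8% in the Wfdc2 region. In the remaining spots they made up 44.4%. The marker promoter ratios below were not adjusted for this difference in fragment length.

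Accessibility took no part in the RNA clustering, so the fragments near TSSs of marker genes were compared between each region and all other kept spots, in CPM of the promoter fragments of each group. Of the lists fixed before the data were examined, the fibroblast list was higher in the Myh3 region with a ratio of 2.46 (2.09 to 2.88). The genes of this list with most UMIs, Col1a1 and Col1a2, had 74.5 and 42.7 CPM in the Myh3 region against 27.9 and 17.4 in the other spots. Col1a1 is also a leading gene of that region. The list of neuron genes without a subtype was higher in the remaining spots, with a ratio of 1.91 (1.73 to 2.12), and lower in the Myh3 region, with 0.412 (0.356 to 0.475). For Stmn2 the remaining spots had 61.8 CPM and the other spots 31.3, whereas for Meg3 they had 15.2 and 18.3. The GABAergic list had a ratio of 1.17 in the remaining spots (1.05 to 1.32), and its genes Gad2 and Gad1 had 39.9 and 31.4 CPM there against 20.8 and 18.3 elsewhere. The glutamatergic list had a ratio of 1.11 (0.969 to 1.26), and its gene Mef2c had 7.19 CPM in the remaining spots (4.74 to 10.5) against 5.001 elsewhere (2.58 to 8.74). The choroid plexus or ependymal list (0.841, 0.652 to 1.07) and the erythroid list (1.49, 0.881 to 2.43) did not differ detectably between the Gh region and other spots. The fragments of the erythroid list in the Gh region numbered 21. In the Wfdc2 region the choroid plexus or ependymal list was higher, with a ratio of 1.70 (1.13 to 2.46, 29 fragments). The alternative that moved a list most was the window of 500 bp, with 2.94 for the fibroblast list.

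The other lists, in the Myh3 region against other spots, had ratios of 1.08 (radial glia, 0.990 to 1.17), 1.07 (cycling progenitor, 0.998 to 1.15), 1.12 (intermediate progenitor, 1.014 to 1.25), 0.769 (immature neuron, 0.686 to 0.859), 1.20 (oligodendrocyte precursor, 1.03 to 1.40), 0.988 (microglia, 0.842 to 1.16), 1.17 (endothelial, 1.02 to 1.34), 1.46 (mural, 1.25 to 1.69) and 0.898 (Cajal-Retzius, 0.750 to 1.07).

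RNA and accessibility clusters were compared over the kept spots. The 11 RNA clusters and 12 accessibility clusters had an adjusted Rand index of 0.128, and the highest of 100 permutations was 0.00232. Within the remaining spots it was 0.0111, with a highest permuted value of 0.00389. Of the nearest neighbours in accessibility, 77.4% lay in the same region, against 54.0% by chance. This share was 68.0% for the Myh3 region, 72.3% for the Wfdc2 region and 30.03% for the Gh region, whose shares of the spots were 12.6%, 2.01% and 14.5%. Resolution 0.5 moved these values most, to an index of 0.168 and to 63.5% of neighbours, where chance gave 40.6%. The excess over chance was 23.5 points in the main setting and 22.9 points at resolution 0.5.

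Across 18032 genes with at least 10 UMIs, expression and promoter accessibility had a Spearman rho of 0.487. This is a correlation across genes in 1 library, and genes are not independent replicates. The minimum of UMIs moved it most: rho was 0.133 for the 10675 genes with at least 100 UMIs and 0.728 for all 32145 genes. The median number of promoter fragments rose from 71 in the lowest expression decile to 302 in decile 7 and stayed between 300 and 313 in the higher deciles.

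Promoter accessibility at the protocadherin locus differed between kinds of promoter. The 12 variable alpha promoters had a median of 21.5 fragments (16 to 44), the 22 beta promoters 25 (13 to 68), the 18 variable gamma promoters 62 (34 to 123) and the 5 c-type promoters 192 (110 to 366). The c-type median was 4.63 times the median of the variable alpha and gamma promoters. Among 10000 random promoter sets matched on expression, the medians lay at percentile 0.04 for variable alpha, 6.18 for beta, 1.76 for variable gamma and 75.5 for c-type. Matching on GC content of the promoter as well, which was added after the data were seen, moved the gamma promoters most, to percentile 56.2. The other percentiles were then 0.185 for variable alpha, 9.80 for beta and 71.9 for c-type. For variable alpha the median of the random sets was 63.5 fragments with matching on expression and 32.5 with GC content matched as well.

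**Figure D2:**
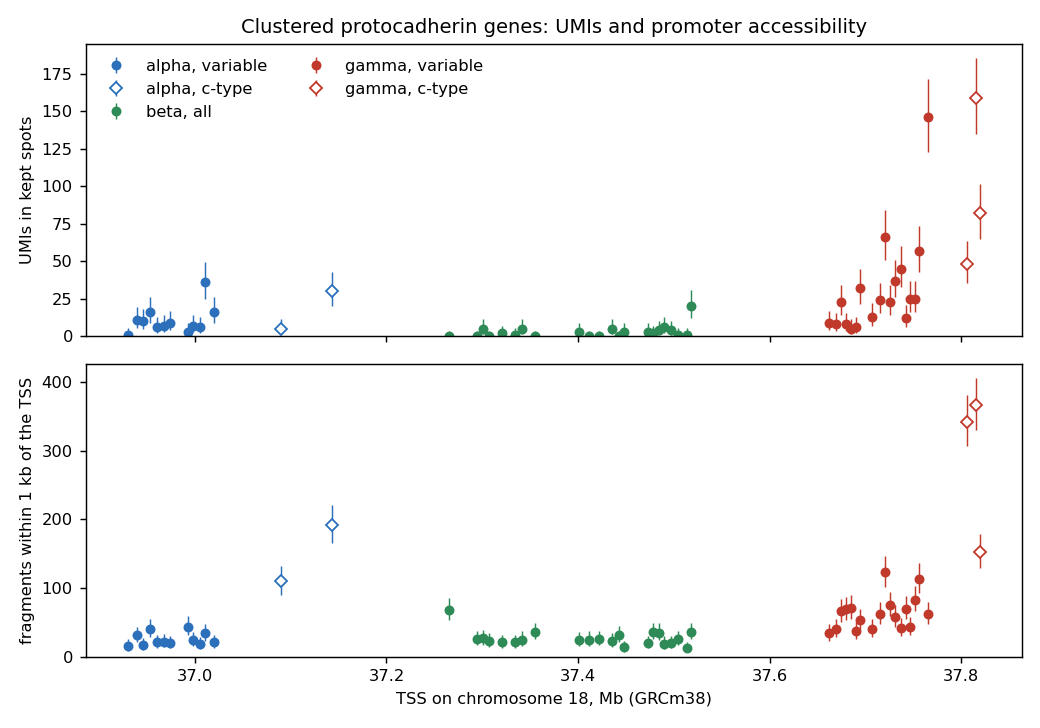
UMIs (upper panel) and fragments within 1 kb of the TSS (lower panel) for the 57 protocadherin genes along chromosome 18 in Mb, with exact Poisson 95% intervals as bars. The 5 c-type genes, drawn as open diamonds, have between 110 and 366 promoter fragments, and the 22 beta genes between 13 and 68.

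CTCF binds a known DNA consensus, and insertions of the transposase around its matches were counted. Around 9832 matches of the CTCF core consensus, insertions within 50 bp of the centre were 3.73 times as dense as those 200 to 1000 bp away (3.71 to 3.75). For 2016 matches of 5 shuffled versions of the consensus this ratio was 1.34 (1.32 to 1.37). Peaks held 22.4% of the consensus matches and 9.03% of the shuffled matches. The alternative that moved the ratio most was the restriction to matches within peaks, with 6.85 for the consensus and 2.44 for the shuffled versions. These values carry no comparison with a wild-type brain.

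**Figure D3:**
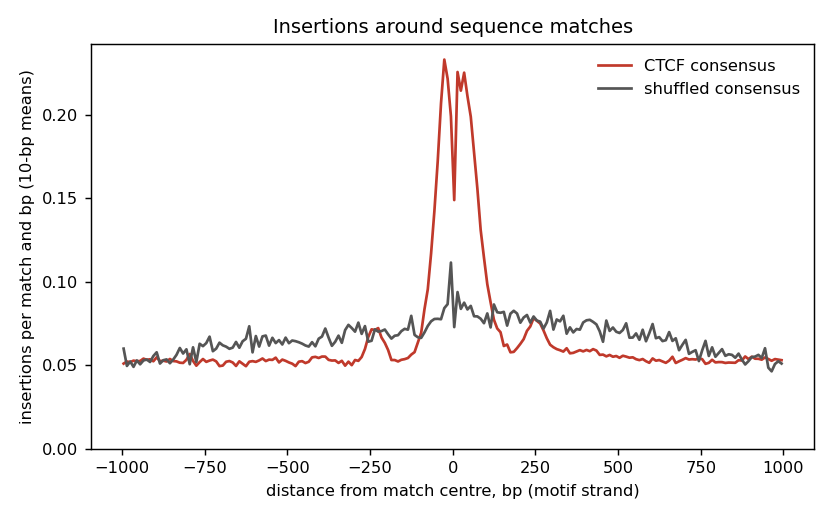
Transposase insertions per match and bp, in means over 10 bp, from 1000 bp before to 1000 bp after the centre of the match, for the CTCF consensus and for shuffled versions. The consensus curve peaks beside the centre, and the ratios of centre to flank are 3.73 and 1.34.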

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

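The test in this part was set before its result was seen. Barcodes outside the count matrix carried a signal that no comparison of the report used. The fragment file held 5833396 fragments in 507 such barcodes, 11.02% of all fragments, with a median of 5128 per barcode against 21705 for matrix barcodes. Of these barcodes, 2 had more fragments than any matrix barcode, and the higher had 186283. Background DNA without chromatin structure would have a TSS enrichment near 1. The value was 6.39, against 9.84 over the kept spots, which argues against that as the whole source. The 505 other barcodes without the highest 2 had a TSS enrichment of 6.31. Nuclei in spots that fell below a limit on RNA remain a candidate source, as does spread of fragments from neighbouring spots, and no test separated them. With no second group in the assay, no biological explanation was tested.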

How the results depend on the processing

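The tests with Gm42418 left out of the UMI total, with at least 50 UMIs for leading genes and with matching on GC content, and the shares expected over all draws of the thinning, were chosen after the data were seen; the others were set before the data were examined. In total, 196 values of 39 results were computed under 27 settings, and 154 of them stayed within the limits given with the methods, 42 moved beyond them and 0 reversed. All 58 values of Ctcf and protocadherin CPM stayed within their intervals, and Ctcf ranged from 69.8 to 98.4. Of 36 marker promoter ratios, 35 did so. The settings reuse largely the same spots, so staying within an interval is a weak check. At resolution 0.5 the Wfdc2 values are those of the cluster merged with the Myh3 region (Ctcf 87.3 CPM), set against the interval of the 40 Wfdc2 spots. With the minimum of 2000 UMIs, however, the glutamatergic interval no longer held 1 (1.15, 1.004 to 1.32) and the GABAergic interval did (1.09, 0.970 to 1.23), so neither ratio is firm.

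With the minimum of 2000 UMIs, the shares were 14.2% for the Myh3 region, 10.7% for the Gh region and 73.2% for the remaining spots, and the adjusted Rand index was 0.107. With no spot filter, which added 1 spot, the Gh region held 16.2%. At resolution 0.5 no cluster met the rule for the Myh3 region (0%, up to 0.185%), since its spots merged with the Wfdc2 region at 14.4%; the Gh region held 33.2% and the remaining spots 52.4%, the index was 0.168 and 63.5% of neighbours shared a region, with 40.6% by chance. With 4000 variable genes the same merger gave 0% and 14.8%, with 8.33% for the Gh region and 76.9% for the remaining spots. At resolution 2.0 the Gh region held 10.4% and the remaining spots 75.4%, with an index of 0.113. With seed 1 they held 12.0% and 72.9%. Apart from the merger, the cause was not tested.

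Thinning to 1000 UMIs gave protocadherin shares of 8.37% in the Myh3 region (5.25% to 12.5%), 6.57% in the Gh region (4.004% to 10.1%) and 11.8% in the remaining spots (10.2% to 13.6%). The lower Gh share rests on that random draw, since over all draws the expected shares were 10.8%, 10.4% and 11.9%. The window of 500 bp gave 2.94 for the fibroblast list and percentile 56.95 for the c-type promoters. The window of 2 kb gave percentiles 25.1 for beta and 84.5 for c-type, and a c-type ratio of 3.675. Without matching, the percentiles were 0 for beta, below each of the 10000 random sets, and 61.1 for c-type. With matching on expression and GC content the percentile of the variable gamma promoters was 56.2. The variable alpha promoters stayed at percentile 0.4 or lower in every setting. The Spearman correlation across genes was 0.133 with at least 100 UMIs and 0.728 with no minimum. TSS enrichment was 13.4 for autosomal coding genes and 13.2 for expressed genes, and fragments weighted by read pairs had a median of 26501 per spot. The CTCF and shuffled ratios were 3.43 and 1.20 with flanks of 100 to 500 bp, 6.85 and 2.44 within peaks, and 6.76 and 1.38 for fragments under 100 bp. The cause of these changes was not tested.

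Doublet removal, the removal of accessibility multiplets and the comparison of GABAergic with glutamatergic accessibility were not run, because spots can hold several cells and formed no such classes. Resolution 0.5 gave no Ctcf or protocadherin value for the Myh3 region. No paired analysis was possible because each assay has 1 library and no comparison is between libraries. Depth limits the beta protocadherin genes most, with 65 UMIs over 22 genes.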

Other observations

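The tests of neuronal RNA, of the Gh region, of GC content at the gamma promoters and of promoters of genes without UMIs were chosen after their results were seen; the other tests were set before.

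The Myh3 and Wfdc2 regions lay mainly on a few second barcode segments. An effect of those barcodes alone, with the same tissue under every spot, would leave promoters of muscle genes no more accessible in the Myh3 region, and their ratio was 1.54 (1.35 to 1.76). A higher share of background fragments would raise the promoters of the 5832 genes without a UMI as well, and theirs was 0.950 (0.940 to 0.959). Free RNA alone would leave epithelial promoters no more accessible in the Wfdc2 region, and their ratio was 2.69 (2.15 to 3.32). These values argue against all 3 explanations as the whole cause. A candidate explanation is tissue other than brain in the sample: in the Wfdc2 region the epithelial ratio was 2.52 times the muscle ratio, which was 1.07 there (0.720 to 1.52). The choroid plexus or ependymal list, which stands for an epithelium of the brain, was also more accessible in the Wfdc2 region (1.70, 1.13 to 2.46), with 0.705 times the CPM of RNA of other spots. An epithelium of the brain therefore stays open for that region. The fibroblast list was higher there as well (1.56, 1.02 to 2.29). In the Myh3 region the muscle list was not alone, since the epithelial list (1.39, 1.23 to 1.57) and the Gh list (1.54, 1.34 to 1.76) were also higher there and the fibroblast list was highest at 2.46. The Myh3 region may therefore hold a mixture, and muscle is not singled out by accessibility. The naming list of the Myh3 region itself had a ratio of 1.63 there (1.45 to 1.82), and that of the Wfdc2 region 2.08 (1.62 to 2.65). The remaining spots had a UMI for all 12 genes of the muscle list and all 12 of the epithelial list, and at least 10 UMIs for 9 and 11 of them. The region lists share 2 muscle and 4 epithelial genes; without these the ratios were 1.59 (1.38 to 1.84) and 2.49 (1.90 to 3.21). The most abundant muscle genes, Acta1, Ttn and Tnnt3, had 1742, 1390 and 1245 CPM in the Myh3 region against 555, 560 and 431 in other spots, and the epithelial genes Wfdc2, Krt18 and Krt8 had 670, 432 and 413 CPM in the Wfdc2 region against 37.8, 33.6 and 31.1.

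Barcode segments that resembled each other in RNA also did so in accessibility. For second segments the correlation of the similarities was 0.832, and 0.769 with differences in depth taken out, above the highest of 1000 permutations (0.280). Depth alone does not account for it. For first segments it was 0.356 (highest permuted 0.106). A layout in which each segment marks a strip of tissue would be consistent with this, and no positions were used here to test it.

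RNA of the neuron list without a subtype differed less between the Myh3 region and the remaining spots than the accessibility of the same promoters did. The neuron list had 1.12 times the CPM in the remaining spots as in the Myh3 region (1.09 to 1.14), while its promoters were 2.59 times as accessible (2.24 to 2.997). Without Meg3, which holds most UMIs of the list, the ratios were 1.38 (1.33 to 1.44) and 2.92 (2.51 to 3.42). For Meg3 alone RNA had a ratio of 0.995 (0.968 to 1.02) and accessibility 0.655 (0.418 to 1.04), so it did not share the pattern. Stmn2 had an RNA ratio of 1.77 (1.61 to 1.94) and Tubb3 1.69 (1.53 to 1.87), against 3.41 (2.26 to 5.39) and 4.36 (3.03 to 6.46) for accessibility. Other neuronal lists were compared between the Myh3 region and other spots. The immature neuron list had ratios of 0.702 for RNA and 0.769 for accessibility (0.686 to 0.859). The GABAergic list had 0.849 and 0.860 (0.747 to 0.987). These lists did not share the pattern. The glutamatergic list had 1.05 and 0.872 (0.742 to 1.02). Free RNA spread between spots is a candidate explanation for part of the RNA of the neuron list without a subtype in the Myh3 region. It is not one for the differences in RNA that remain. RNA carried in neuronal processes without nuclei would give the same pattern and was not tested.

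The Gh region stood apart in RNA, with a ratio of 2.37 over other spots for the UMIs of its 14 listed genes (2.33 to 2.41), but their promoters were not detectably more accessible there, with a ratio of 1.05 (0.870 to 1.25, 141 fragments in the region). Without the erythroid genes the ratios were 2.82 (2.73 to 2.92) and 1.02 (0.838 to 1.23). Neuron-list promoters were 1.29 times as accessible in the remaining spots as in the Gh region (1.14 to 1.48), and 30.03% of the accessibility neighbours of its spots lay in the region, against a share of 14.5%. These 2 values argue against free RNA alone, with the same cells under its spots as under the remaining spots. The 2 ratios of the list weigh different genes. The 10 genes other than the erythroid ones held 5176 of the 20095 UMIs in the region but 126 of the 141 fragments. Among these 10, Ttr had 2649 CPM of RNA and 3 promoter fragments in the region. The ratios therefore cannot show whether RNA and promoters of the same genes differ. Free RNA from a source of few cells stays open for the RNA of the list. A small share of cells rich in this RNA stays open as well, since the same promoters were accessible in other spots and would hide it. For the erythroid genes, free RNA and a difference in the cells present cannot be told apart. The list had 21 promoter fragments in the region. Its accessibility ratio of 1.49 (0.881 to 2.43) has an interval that holds both 1 and the RNA ratio of 2.24. Cells without nuclei would carry RNA but give no promoter fragments, so more depth alone might not separate the 2. The split into these parts was made after the values were seen. Of the 14 genes, 6 are on marker lists fixed before the data were examined, and all 14 had at least 10 UMIs in the remaining spots. The most abundant, Hba-a1, Hba-a2 and Hbb-bs, had 5134, 4047 and 2896 CPM in the region against 2171, 1768 and 1384 in other spots, with 3, 3 and 4 promoter fragments in the region, too few to compare gene by gene. The instability of its share under other settings leaves the extent of this region open.

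Clusters among the remaining spots were weak. Clusters made from 2 random splits of the UMIs of each spot had an adjusted Rand index of 0.0306 within the remaining spots, above the highest of 100 permutations (0.00568). Sampling noise alone is thus not the whole cause, but little of the division recurred. UMI depth differed between these clusters, with 0.190 of the variance of log depth between them (highest permuted 0.0121). Depth and a difference in tissue cannot be told apart here, since no value separates them.

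Gamma protocadherin genes had more UMIs per gene than alpha genes, with 31.3 per variable gamma gene and 10.7 per variable alpha gene. Counting of reads in exons shared within each cluster, with equal promoter use, would leave the promoters of both alike, and the ratio of the medians was 2.88. Because GC content also separates these promoters, with medians of 45.3% and 41.7%, the 2 readings cannot be told apart; this reading was widened after the GC result was seen. GC content may account for the low percentile of the variable gamma promoters, which was 56.2 once GC content was matched. For the variable alpha promoters, matching on GC content lowered the median of the random sets from 63.5 to 32.5 fragments, against 21.5 observed, and the percentile was 0.185. GC content may thus account for part of the difference, and these values argue against it only as the whole cause. A median of 11.5% of the 31-mers of the alpha windows occurred more than once in the genome (highest window 26.8%), which argues against reads shared between near-identical copies as the whole cause of the difference from 63.5. GC content and repeated sequence acting jointly were not tested and stay open. No biological explanation was tested, because no wild-type library of this assay was compared.

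Xist had 5857 UMIs over the matrix barcodes. Genes on chromosome Y had 854 UMIs, of which Gm47283 had 843, and chromosome Y held 1787 fragments in the kept spots against 1530044 on chromosome X.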
